# PINK1-Mediated Mitochondrial Activity Confers Olaparib Resistance in Prostate Cancer Cells

**DOI:** 10.1158/2767-9764.CRC-24-0339

**Published:** 2024-11-20

**Authors:** Zachary A. Schaaf, Shu Ning, Amy R. Leslie, Masuda Sharifi, Richard Y. Gao, James P. Maine, Wei Lou, Alan P. Lombard, Chengfei Liu, Ai-Ming Yu, Nicholas Mitsiades, Allen C. Gao

## Abstract

Olaparib, a PARP inhibitor, is a targeted therapy used in treating various cancers, including castration-resistant prostate cancer. Despite its efficacy, resistance to olaparib remains a significant challenge. Understanding the molecular mechanisms underpinning this resistance is crucial for developing more effective treatment strategies. This study focuses on elucidating the role of mitochondrial alterations and the PTEN-induced kinase 1 (*PINK1*) gene in conferring olaparib resistance in castration-resistant prostate cancer cells. We investigated the transcriptomic and functional differences in mitochondrial activity between olaparib-resistant (2B-OlapR, LN-OlapR) and treatment-naïve prostate cancer cells (C4-2B, LNCaP) in both castration-sensitive and -resistant settings. Through RNA sequencing and gene set enrichment analysis, we identified significant enrichment of mitochondrial activity– and oxidative phosphorylation–related gene sets in olaparib-resistant derived cell lines. Resistant lines exhibited enhanced mitochondrial functionality, including increased basal and maximal respiration rates, as well as elevated ATP production and spare respiratory capacity, compared with parental cells. Subsequent investigations revealed a substantial increase in mitochondrial mass and electron transport chain complex I activity in olaparib-resistant cells. Furthermore, overexpression of the *PINK1* gene was observed in resistant cells, which was correlated with resistance to olaparib and poor clinical outcomes in patients with prostate cancer. Inhibition of PINK1 expression significantly reduced mitochondrial function and mass, impaired cell growth, and decreased resistance to olaparib. These findings suggest that PINK1 plays a crucial role in modulating mitochondrial dynamics that confer therapeutic resistance, highlighting its potential as a therapeutic target for overcoming olaparib resistance in prostate cancer.

**Significance:**

Olaparib, a PARP inhibitor, is effective against various cancers, including prostate cancer. However, resistance to olaparib poses a significant challenge. This study uncovers that mitochondrial alterations and *PINK1* gene overexpression contribute to this resistance in prostate cancer cells. Enhanced mitochondrial functionality and increased PINK1 expression in olaparib-resistant cells underscore the importance of targeting mitochondrial dynamics and PINK1 to develop more effective treatments for overcoming olaparib resistance in prostate cancer.

## Introduction

As the most common organ-specific cancer diagnosis for men, prostate cancer is highly prevalent (1). Initial therapies utilized for treatment which work to reduce systemic androgens such as castration- or androgen production–targeting therapeutics prove to be highly effective initially; however, in as little as just 5 years, almost 20% of patients experience castration-resistant prostate cancer (CRPC; refs. 2–4). Discovery and subsequent use of applicable therapeutics such as next-generation antiandrogen therapies as well as nonandrogen related therapies like taxanes and PARP inhibitors enable effective treatment of patients with CRPC (5). Olaparib, a small-molecule inhibitor with a molecular weight of 435.08 g/mol serves as a potent inhibitor of PARP1 and PARP2, with IC_50_ values of 5 and 1 nmol/L, respectively (6). Inhibition of PARP is observed to cause an accumulation of unrepaired DNA damage in rapidly dividing cancer cells, leading to double-strand breaks which promote cell signaling toward apoptosis (7, 8). As of 2020, olaparib was approved for use in DNA repair–deficient patients with advanced CRPC. In patients harboring mutations in genes essential for homologous recombination, PARP inhibition has proved to be effective across various cancers (9). Recent phase III clinical trials PROfound and PROpel show that olaparib increases progression-free survival in patients with homologous repair–deficient metastatic CRPC (10, 11). As a result of these observations about olaparib response, clinical use is expected to increase.

Unfortunately, various mechanisms of acquired therapeutic resistance in cancer arise, varying between cancer types (5, 12–15). Clinically observed resistance to olaparib has already been noted in patients with cases including mutations that restore functions to DNA repair genes as well as undefined cases in more advanced cancer stages (16–18). In the laboratory setting, olaparib resistance has been generated in human prostate cancer model cell lines (LNCaP and C4-2B) subjected to chronic and increasing dosing of olaparib over a year. The resultant olaparib-resistant lines (Ln-OlapR and 2B-OlapR) are resistant to olaparib treatment compared with parental lines LNCaP and C4-2B, respectively (19, 20). Furthermore, IGFBP3-mediated EGFR activation has been identified to promote resistance to olaparib in both LNCaP and C4-2B cells (21).

In the present study, we determined mitochondrial activity associated with olaparib resistance in the resistant cell lines. RNA extraction and RNA sequencing (RNA-seq) were conducted, and gene set enrichment analysis (GSEA) was performed on the RNA-seq data set. Utilizing the Molecular Signatures Database (MSigDB) Hallmark gene set collection (22), oxidative phosphorylation (OxPhos) was identified as the gene set with the highest enrichment. Subsequent analyses further identified increased expression of sets of genes relating to the production and maintenance of mitochondria. Functional studies demonstrated increased mitochondrial mass and activity in the resistant cell lines. In addition, we found that PTEN-induced kinase 1 (*PINK1*) was among the top upregulated genes in pathways associated with OxPhos, mitochondrial electron transport from NADH to ubiquinone, and ATP synthesis–coupled electron transport. A functional knock-down of PINK1 resulted in decreased cellular growth in 2B-OlapR and LN-OlapR cells, as well as increased sensitivity to olaparib treatment. Furthermore, targeting the expression of PINK1 resulted in a reduction in mitochondrial health and activity. These findings suggest that PINK1 plays a crucial role in modulating mitochondrial activity that confers olaparib resistance.

## Materials and Methods

### Cell lines, equipment, and culture reagents

Prostate cancer cell lines LNCaP and C4-2B were obtained from the ATCC. As previously described by our group, 2B-OlapR and LN-OlapR cells were derived through chronic exposure to increasing doses of olaparib for 1 year (21). The olaparib–resistant cell line is subsequently resistant to clinically relevant PARP inhibitors. Cell lines were maintained in liquid nitrogen for long-term storage, to be thawed with use over time. Once thawed, cells were passaged around every 5 days. All cell lines were routinely tested for Mycoplasma contamination using Mycoplasma PCR Detection Kit (Applied Biological Materials, Cat. #: G238). All assays conducted with these cell lines were conducted within 3 months of resuscitation after cryopreservation. C4-2B cells were maintained with RPMI 1640 media supplemented with 10% FBS, 100 IU penicillin, and 0.1 mg/mL streptomycin. Resistant cell lines were maintained in parallel in supplemented RPMI media with 5 μmol/L olaparib added. All cell lines were maintained at 37°C in a humidified incubator with 5% carbon dioxide. Olaparib was purchased from Selleckchem (Cat. #: S1060) for culture conditioning and growth assays.

### RNA-seq and GSEA analysis

Cell lines were plated for 72 hours with the previously described supplemented RPMI 1640 media. Single replicate RNA samples from both groups were isolated from cells plated and then tested for purity and concentration using a NanoDrop spectrophotometer from Thermo Fisher Scientific (Cat. #: ND-2000c). Singlet RNA samples were then submitted to the UC Davis Comprehensive Cancer Center’s Genomics Shared Resource for RNA-seq analysis, as previously described (21). Principal component analysis was conducted on the read counts gene-level data for all genes/transcripts passing filtering (filtered on expression >0.1) in the raw data (Gene Expression Omnibus accession number: GSE249514). GSEA on RNA-seq data was performed on the desktop software provided by the Broad Institute with gene sets provided by the MSigDB (http://software.broadinstitute.org/gsea/index.jsp). Gene sets were utilized to discern differential expression in transcriptomic data. The Hallmark gene set collection was preliminarily used for GSEA, followed by specific gene sets downloaded from the MSigDB to be used in the GSEA desktop software (http://www.gsea-msigdb.org/gsea/index.jsp). The GSEA data reported include the normalized enrichment score, nominal *P* value, and family-wise error rate *P* value (*P* value). Individual gene expression data from RNA-seq in each set were extracted, and the most upregulated genes were visualized in a heatmap.

### qRT-PCR, antisense oligonucleotides, and antibodies

RNA was extracted from sensitive and resistant cell cultures with TRIzol reagent from Thermo Fisher Scientific (Cat. #: 15596026). qRT-PCR) was subsequently performed with qScript cDNA SuperMix from Quantabio (Cat. #: 95048). 

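PINK1 encodes a mitochondrial kinase. In the GENCODE release 29 annotation of the GRCh38 build it lies on the plus strand of chromosome 1 from 20633455 to 20651511. The build the authors used for RNA-seq is not stated in the paper's text, so these coordinates describe the annotation only. The forward primer of the PINK1 qRT-PCR assay, GCCTCATCGAGGAAAAACAGG, matched the sense strand of exon 1 of the coding transcript with 8 exons, from 20633874 to 20633894. The reverse primer, GTCTCGTGTCCAACGGGTC, matched its antisense strand in exon 2, from 20637875 to 20637893. Both sites lie in coding sequence and in separate exons. Among all GENCODE release 29 transcripts, exact matches of both primers were found in 1 gene, PINK1.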

SsoFast EvaGreen Supermix was then utilized from Bio-Rad (CAT. #: 1725203) with PINK1 primers from Integrated DNA Technologies (IDT) for the following sequence (F: 5′ GCC​TCA​TCG​AGG​AAA​AAC​AGG 3′, R: 5′ GTC​TCG​TGT​CCA​ACG​GGT​C 3′). The sample results were reported as a function of actin-normalized expression, standardized to normal fold change compared with the control.

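The knock-down oligonucleotides were matched to the GENCODE release 29 transcripts. The first, GUUCUGGACCAGCUACUG, has the sense sequence of PINK1 and corresponds to chromosome 1 from 20651163 to 20651180 of GRCh38, in exon 8 of the coding transcript, the last exon, within the 3′ untranslated region. The second, AAUAAUUCAGUAGCUGGU, is complementary to the PINK1 mRNA from 20651170 to 20651187 in the same exon. The 2 sites overlap, and the second sequence is antisense to the first where they do. This end of PINK1 is also overlapped by PINK1-AS, an antisense gene on the minus strand from 20642657 to 20652193, so exact matches to both oligonucleotides were found in 2 genes, PINK1 and PINK1-AS.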

Antisense oligonucleotides (ASO) were ordered from IDT with sequences targeting PINK1 (5′-rGrUrUr CrUrG rGrArC rCrArG rCrUrA rCrUrG–3′, 5′-rArArU rArArU rUrCrA rGrUrA rGrCrU rGrGrU–3′) for effective knock-down of PINK1 expression. As a negative control, siNC oligonucleotides were utilized from IDC (Lot. #: 921238). For all assays, siPINK1 ASOs were supplemented in media at a concentration of 40 nmol/L for a minimum of 18 hours before the start of each experiment. Before supplementation, ASOs were encapsulated in RNAiMAX from Invitrogen (Cat. #: 13778150).

For Western blot analysis, antibodies were ordered from Santa Cruz Biotechnology targeting PINK1 (Cat. #: 518052) and from Cell Signaling Technology targeting GAPDH (Cat. #: 2118-14C10) as a loading control. Antibodies were used according to the manufacturers’ recommended starting dilution.

### Seahorse Mito Stress Test and glycolytic rate asssay

Cells were plated at a density of 100,000 cells/mL in 5 mL of supplemented media on a 60-mm dish, followed with siNC or siPINK1 treatment at 40 nmol/L for 2 days. The cells were replated to Agilent Seahorse XF Cell Culture Microplate (Cat. #: 100777-004) at a density of 260,000 cells/mL in 100 μL supplemented RPMI and incubated at 37°C with 5% carbon dioxide. The following day, the cells were subjected to a mitochondrial stress test using Seahorse XF Cell Mito Stress Test Kit from Agilent (Cat. #: 103015-100) according to the manufacturer’s instruction on a Seahorse XFe24 analyzer. Note, an overall decrease in mitochondrial function in all cells treated with ASOs and RNAiMAX is observable. In an effort to ensure accurate relative readings, comparisons were only performed between cells with the same experimental conditions and from the same experimental run.

Mito Stress Test Kit offers the ability to derive the relative health and activity of mitochondrial electron transport chain (ETC) members through chemical manipulation through pharmacologic supplementation. Injection of oligomycin (ETC complex 5 inhibitor), carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazone (FCCP, a mitochondrial membrane uncoupling agent), rotenone (complex 1 inhibitor), and antimycin A (complex 3 inhibitor) throughout the assay allows for calculation based on differential oxygen consumption rate (OCR) readings. Glycolytic Rate Assay Kit (Agilent, Cat. #: 103344-100) measures the OCR and extracellular acidification rate and determines the proton efflux rate at basal state and after rotenone/antimycin A and 2-deoxy-D-glucose (a glycolysis inhibitor) therapy. Initial data were recorded and reported using Seahorse Wave Desktop Software. Microplate well content was also subjected to protein quantification by Pierce Bradford Plus Protein Assay reagent from Thermo Fisher Scientific (Cat. #: 23238) for post hoc normalization.

### MitoTracker

C4-2B and 2B-OlapR cell lines were plated at a density of 55,000 cells/mL in 500 μL on 4-well chamber slides from Thermo Fisher Scientific (Cat. #: 154453). The following day, cells were incubated with 75 nmol/L concentration of MitoTracker Green from Thermo Fisher Scientific (Cat. #: M7514) RPMI media supplemented with 2% FBS for 45 minutes. The media was then aspirated, and the cells were covered with a mounting medium with 4',6-diamidino-2-phenylindole (DAPI) from Millipore Sigma (Cat. #: DUO82040) for nuclear counterstaining before covering with microscope cover glass from Fisher Scientific (Cat. #: 12-545-F). The microscope slides were then transferred to a dark place to dry for a minimum of 20 minutes.

Microscope imaging was performed using a Keyence BZ-X810 imaging system. Fluorescent emission was captured at 405 and 488 nm with identical exposure times for C4-2B and 2B-OlapR groups. Total fluorescence was measured in ImageJ for both fluorescent channels. total cell fluorescence (TCF) was then derived in FIJI. TFC readings for 488 nm (MitoTracker) were divided by 405 nm (DAPI) nuclear counterstain readings, and the ratio of MitoTracker TCF to DAPI TCF was derived. The results reported are as a percentage of control (either C42B or siNC).

### ETC complex I enzyme activity

Parental C42B and derived 2B-OlapR cells were utilized for ETC complex 1 (ETCC1) protein extraction and activity analysis. Four million cells of each group were plated and incubated for 2 days before the start of extraction. After collection, protein quantification with Pierce Bradford Protein Assay from Thermo Fisher Scientific (Cat. #: 23238) enables normalization for samples for use of Complex 1 Enzyme Activity Microplate Assay Kit from Abcam (Cat. #: ab109721). According to the kit guidelines, diluted protein extracts were incubated for 3 hours in ETCC1-specific antibody precoated microplate wells before washing and initiating the assay. Through the addition of ETCC1 substrate NADH, as well as a NAD+ specific dye, the activity of complex one can then be derived via colorimetric readings at 450 nm. Differential activity between groups was derived by utilizing measurements taken at 300 and 2000 seconds to determine a rate over time. Relative activity was then calculated and standardized to the control group to be reported in figures.

### Cell growth assays

Olaparib-resistant cells were plated at a density of 40,000 cells per mL in 0.5 mL of supplemented RPMI media on 24-well plates (Cat. # 142475) from Thermo Fisher Scientific. The following day, oligonucleotides were added to wells for a concentration of 40 nmol/L. The day after, olaparib or DMSO control was added to the cell media and incubated for 2 days. The cells were then trypsinized and counted using a Z1 particle counter (Beckman Coulter), and counts were reported as a percent of the siNC and DMSO combination group.

### Statistical analysis and figure creation

GraphPad Prism 10.0.0 was utilized for data normalization analysis. All data were subjected to preliminary statistical testing to ensure quality. Initially, data were analyzed for outliers using the ROUT test (*q* = 1%), followed by testing for variance and normality to ensure appropriate group testing conditions. Groups were compared using parametric *t* tests or ANOVAs when applicable. All experiments were repeated three times, and the representative mean results are reported, along with the SD, except for qPCR results in which the SEM is reported. For significance, *, *P* ≤ 0.05; **, *P* ≤ 0.01; ***, *P* ≤ 0.001; and ****, *P* ≤ 0.0001. The survival curve was created in R studio with “survival” and “survminer” R packages. Kaplan–Meier curves were plotted to analyze the survival probability of the two groups. A log-rank test was used to compare the overall survival or disease-free survival between the two groups of different gene expression levels. A *P* value lower than 0.05 indicated that the two groups differed significantly in overall survival or disease-free survival. All statistical analyses as well as most representative figures included were created using GraphPad PRISM desktop software. GSEA figures and statistical reporting were derived directly from the Broad Institute’s GSEA desktop software output. Heatmap generation consisted of log_2_ transformation of expression counts for naïve and resistant cell lines. Mean expression was computed between lines and normalized to that number for comparison of the two groups, with color corresponding to log_2_ fold change with “pheatmap” package in R studio.

### Data availability

Transcriptomic data can be accessed with the Gene Expression Omnibus accession number GSE249514. All other data collected in this research can be obtained by reaching out to the corresponding author A.C. Gao upon request.

## Results

### Olaparib-resistant prostate cancer cells exhibit enrichment of mitochondrial activity/OxPhos–related genes

To uncover key differences between olaparib-resistant and -naïve prostate cancer cell groups, we started with a broad characterization of the respective transcriptomes. 

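RNA-seq was performed on 4 prostate cancer cell lines with 1 library per cell line. LNCaP is an androgen-responsive human prostate cancer line, and C4-2B is a castration-resistant line derived from it. LN-OlapR and 2B-OlapR are their sublines selected for 1 year in increasing doses of olaparib, a PARP inhibitor, and maintained in 5 μmol/L olaparib. The paper states that cells were plated for 72 hours before RNA was isolated, whereas the description deposited with the data gives 48 hours. Stranded mRNA libraries were made from 100 ng of RNA. The authors deposited estimated counts per gene without normalization, and 46.2% of the values are not whole numbers. The quantification tool, its version and the genome build are not stated in the paper's text. The table holds 22637 genes, each with a sum of at least 10.0 over the 4 libraries. In 18 genes of the pseudoautosomal region, the X and Y copies are listed with the same values. Values were rounded to whole counts, which gave totals of 26394267 for LNCaP, 24278062 for LN-OlapR, 19950537 for C4-2B and 20796946 for 2B-OlapR. Counts were normalized with edgeR's TMM method and are given as normalized CPM, the counts scaled to the effective library size. For each background, the log2 ratio of the resistant to the parental library was computed with a pseudocount of 0.5, and genes with a mean of at least 1 normalized CPM over the pair were analyzed. With 1 library per cell line, no difference has a replicate check and no p-value is given. Intervals at the 95% level cover counting error only, and a count of 0 allows up to 3 counts, or 0.112 normalized CPM in LNCaP and 0.147 in C4-2B. The filter left 15527 genes for the 2B pair, and 15373 for the LN pair. Between resistant and parental cells, 687 genes were at least 2-fold higher and 877 at least 2-fold lower in the 2B pair, and 713 were higher and 742 lower in the LN pair.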

Total RNA from resistant and sensitive cell lines were subjected to RNA-seq. Analysis was conducted utilizing gene sets that have been deposited in the Broad Institute’s collection from contributors Gene Ontology (geneontology.org) and the MSigDB (22).

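The MSigDB gene sets were not used here, and separate gene lists were written for several processes. For each list, the median log2 ratio of resistant to parental cells was compared with 10000 random lists of as many genes, matched on mean expression, and its percentile among them describes these libraries only. The interval of a median is a binomial interval over the genes of the list, which are not independent replicates. For 34 genes of DNA replication, the median was 0.19 (95% interval 0.02 to 0.34) in the 2B pair, at the percentile 99.1, and 0.02 (-0.15 to 0.12) in the LN pair, at the percentile 45.6, where scaling by total counts changed its sign to -0.065. For 30 genes of mitosis, it was 0.15 (0.05 to 0.31) in the 2B pair and -0.10 (-0.23 to 0.01) in the LN pair, at the percentiles 91.3 and 3.12. Genes induced by androgen had a median of -0.22 in the 2B pair, where 17 of 23 were lower in 2B-OlapR, and of 0.66 in the LN pair, where 18 of 24 were higher in LN-OlapR. For 24 genes of cholesterol synthesis, the median was 0.39 in the 2B pair and -0.21 in the LN pair. Type I interferon-induced genes had a median of 0.37 (0.06 to 0.88) in the 2B pair and -0.27 (-0.68 to 0.28) in the LN pair, at the percentiles 99.95 and 1.64. Across the 14602 genes analyzed in both pairs, the log2 ratios of the 2 pairs had a Spearman correlation of 0.196, which is across genes and not across samples.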

GSEA analysis utilizing the Hallmark gene set collection revealed enrichment in several general gene sets across the various cell lines. 

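The genes encoding OxPhos subunits were compared between resistant and parental cells. The list was written by hand and holds 83 nuclear genes of complexes I to V, of which 79 passed the expression filter in both pairs. It includes ATP5IF1, which encodes an inhibitor of ATP synthase rather than a subunit. It leaves out COX7B2, which is printed in Fig. 1B. In 2B-OlapR, 67 of the 79 genes were higher than in C4-2B, with a median log2 ratio of 0.16 (95% interval 0.12 to 0.21). The matched random lists had a median of 0.08, and the OxPhos list lay at the percentile 97.3 among them. NDUFS6 had the highest log2 ratio, 0.82, and NDUFA5 the lowest, -0.52. In LN-OlapR, 61 of the 79 genes were higher than in LNCaP. The median was 0.15 (0.07 to 0.19) against 0.04 for the random lists, at the percentile 99.8. NDUFB2 was highest, with 0.81, and NDUFB4 lowest, with -0.48. No gene of the OxPhos list was 2-fold higher or lower in either pair, a count of 0. Scaling by total counts in place of TMM moved the medians most, to 0.117 in the 2B pair and 0.067 in the LN pair. When PINK1 and the mRNAs encoded in mitochondrial DNA were added to the list, the percentile in the 2B pair was 90.5. All 22637 genes were also ranked by GSEA's signal-to-noise ratio, for which the SD of a single library is set to 0.2 of its value. The OxPhos list had an enrichment score of 0.445 in the 2B pair and 0.380 in the LN pair, at the percentiles 99.99 and 99.6 among matched random lists.

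**Figure D1:**
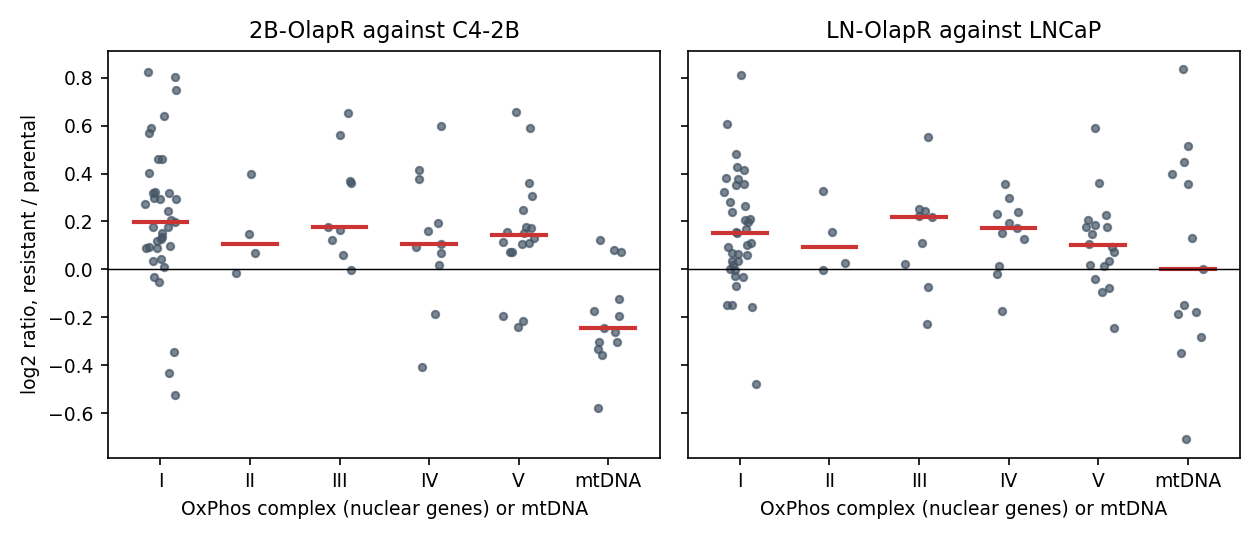
Log2 ratios of resistant to parental cells for the genes of each OxPhos complex (y axis), by complex (x axis), in the 2B pair on the left and the LN pair on the right. Each point is 1 gene from 1 library per cell line, the red lines are medians, and mtDNA marks the 13 mRNAs encoded in mitochondrial DNA. Most nuclear-encoded genes lie above 0 in both pairs, and 10 of the 13 mitochondrially encoded mRNAs lie below 0 in the 2B pair.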

Among the most enriched Hallmark gene sets reported in the olaparib-resistant cell lines was the set encompassing genes associated with OxPhos (Fig. 1A; Supplementary Fig. S1A). Following initial collection screening, mitochondrial function– and OxPhos-based gene sets provided by Gene Ontology (https://geneontology.org/) were subsequently used to further validate the said enrichment (Fig. 1B-E; Supplementary Fig. S1B).

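The genes printed beside the heatmaps of Fig. 1B to 1E were looked up in the 2B pair. Of the 37 genes with values, 34 were higher in 2B-OlapR than in C4-2B. PDK4, printed in Fig. 1E, was not analyzed here. The median log2 ratio of the printed genes was 0.65 for Fig. 1B and 0.81 for Fig. 1E. For Fig. 1C it was 0.60 and for Fig. 1D it was 0.46. These genes were selected by the paper for their increase in the same 2 libraries, so their medians are not independent evidence. The largest ratio in Fig. 1E was that of FDX1, 1.48. MT-ND6, printed in Fig. 1C and 1D, had a log2 ratio of -0.17 (95% interval -0.21 to -0.14). MLXIPL in Fig. 1B had -0.50 (-1.15 to 0.15) from 45 counts in C4-2B and 32 in 2B-OlapR. NDUFC2-KCTD14 in Fig. 1D, a readthrough gene whose reads can be split with NDUFC2, had -0.38 (-0.99 to 0.23). The intervals of MLXIPL and NDUFC2-KCTD14 include 0, so a difference was not detectable at this depth. Of the same 37 genes, 25 were higher in LN-OlapR than in LNCaP.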

**Figure 1:**
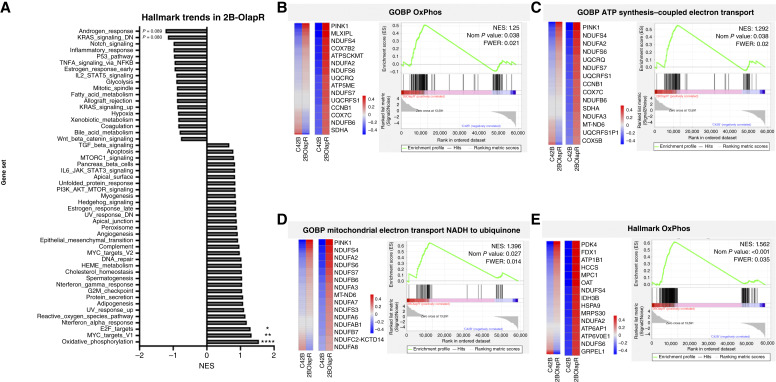
Gene enrichment in olaparib-resistant derived C4-2B cells (2B-OlapR) related to OxPhos. **A,** Hallmark collection gene sets in 2B-OlapR cells, with the OxPhos gene set the most enriched. **B–E,** Gene set expression heatmap for full set of the genes (left) in parental and resistant 2B cells, with the top 15 genes listed (right), and GSEA plots with summary statistics for the following: GOBP OxPhos (**B**), GOBP ATP synthesis coupled electron transport (**C**), GOBP Mitochondrial Electron Transport NADH to Ubiquinone (**D**), and the Hallmark OxPhos (**E**) from the MSigDB. FWER, family-wise error rate; NES, normalized enrichment score.

### Olaparib-resistant cells display increased mitochondrial functionality

Having demonstrated enhanced activation of mitochondrial signaling pathways in olaparib-resistant cells, we next attempted to compare mitochondrial function between these two cell lines using Mito Stress Test Kit in a Seahorse XF analyzer. Mito Stress Test Kit offers a comprehensive analysis of major complexes in mitochondrial respiration through pharmacologic inhibition paired with observation of OCR and extracellular acidification rate. The resultant changes enable elucidation of the comparative activity of each participant (Fig. 2A and B; Supplementary Fig. S2A and S2B). Basal respiration was increased in resistant cells, with 2B-OlapR displaying a rate of more than two-fold the parental line C4-2B (Fig. 2C; Supplementary Fig. S2C), indicating a higher amount of mitochondrial activity at basal state prior to pharmacologic intervention. After initial readings, oligomycin is injected into microwells. Oligomycin acts as a complex 5 (ATP synthase) inhibitor, effectively halting the flow of protons out of the mitochondrial intermembrane space. This blockage halts ETC flow, and the change in the OCR infers oxygen consumption that is associated directly with the production of ATP from the ETC. As shown in (Fig. 2D), ATP production between 2B-OlapR and C4-2B lines differed, with 2B-OlapR displaying significantly higher ATP production. LNCaP background cell lines also showed trends of increase in the resistant background (Supplementary Fig. S2D). The second compound injected into the microwells is FCCP, which acts as a mitochondrial membrane uncoupling agent. The subsequent loss of proton gradient directs maximal ETC function and enables deduction of spare cellular respiration capacity. Spare capacity also enables functionality under great energy demands or cellular stress (such as FCCP supplementation). Olaparib-resistant cells had increased spare respiratory capacity compared with the parental line (Fig. 2E; Supplementary Fig. S2E). The final stage of the Mito Stress Test assay involved injection of both rotenone and antimycin A, inhibitors of ETC complexes 1 and 3, respectively, which abrogates ETC function and resultant oxygen consumption. The difference in values before and after rotenone/antimycin A addition reports maximal respiration, in other words, basal respiration + spare capacity. As shown in Fig. 2F, maximal respiration differed between 2B-OlapR and C4-2B, with 2B-OlapR displaying a much greater overall maximal respiration rate. A similar trend was seen in maximal respiration between LN-OlapR cells and LNCaP cells (Supplementary Fig. S2F).

**Figure 2:**
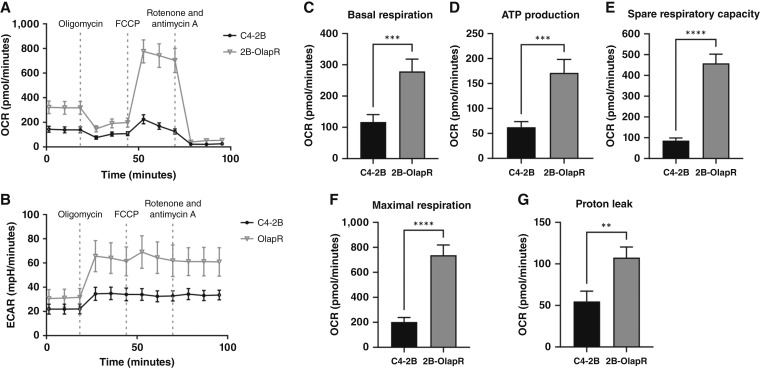
Seahorse Mito Stress Test assay results comparing C4-2B and 2B-OlapR cells at basal state and with mitochondrial inhibitor supplementation to deduce relative function. **A** and **B,** Mito Stress Test summary graphic representing differential OCR and extracellular acidification rate between naïve and resistant cell lines under normal conditions and with the addition of mitochondrial inhibitors. **C,** Cellular OCR at basal state is increased in the olaparib-resistant cell line. **D,** Amount of oxygen consumption utilized for ATP production, derived through OCR difference before and after oligomycin (ETC complex V inhibitor) is added. 2B-OlapR displays increased oxygen consumption related to ATP production. **E,** Change in the OCR between basal readings and maximal readings after FCCP (mitochondrial membrane uncoupler) is added. 2B-OlapR cells exhibit greater ability to increase respiration under mitochondrial insult. **F,** Difference in cellular OCR reading after rotenone and antimycin A (complex I and III inhibitors) are added, eliminating all ETC-based oxygen consumption. 2B-OlapR cells show amplified maximal respiration compared with parental C4-2B. **G,** Difference between readings after oligomycin addition and the readings after antimycin A/rotenone addition, inferring oxygen consumption not ultimately utilized for ATP production. The rate in 2B-OlapR cells is almost twice that in C4-2B. ECAR, extracellular acidification rate. **, P≤0.01; ***, P≤0.001; ****, P≤0.0001.

Additional calculations that can be made to infer distinctions in metabolism reported by the Mito Stress Test assay is the subtraction of the OCR associated with ATP production from the OCR at basal respiration. The resultant leftover oxygen consumption encapsulates the OCR that is not being harnessed by the cell for ATP production, and so a rate of proton leak is inferred. Proton leak in treatment-resistant cells was around twice the amount observed in the treatment-naïve background (Fig. 2G; Supplementary Fig. S2G), suggesting a higher degree of mitochondrial plasticity and adaptability in 2B-OlapR cells, which can be crucial for cells under stress from olaparib treatment by restructuring mitochondrial dynamics and biogenesis to optimize survival. Collectively, using Mito Stress Test in a Seahorse analyzer, olaparib-resistant prostate cancer cells display enhanced mitochondrial functional activity.

### 2B-OlapR cells exhibit increased mitochondrial mass and higher mitochondrial complex 1 activity

To determine mitochondrial activity in living cells, we plated 2B-OlapR and C4-2B cells in a 4-well slide chamber overnight for adherence. The cells were thereafter stained with MitoTracker, which will passively diffuse and accumulate in active mitochondria. Utilizing a nuclear counterstain (DAPI), a ratio of nuclear to active mitochondrial TCF was derived and reported. The 2B-OlapR cell line displayed an increased quantity of active mitochondrial mass compared with the C4-2B cell line (Fig. 3A).

**Figure 3:**
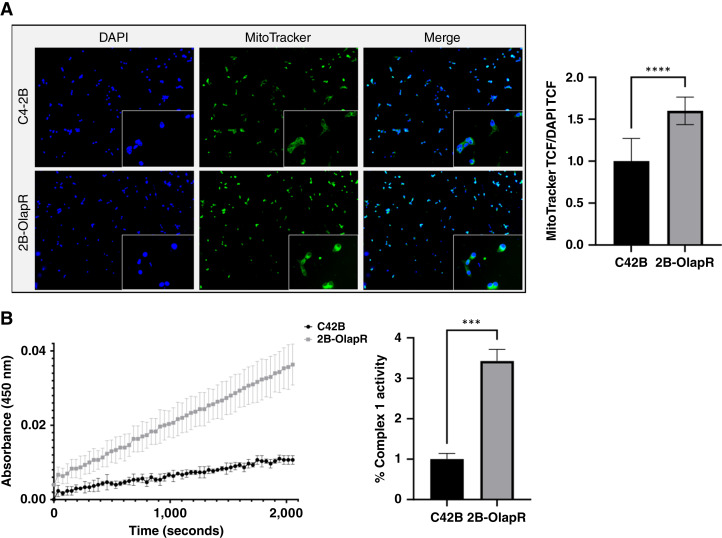
Mitochondrial live stain and ETC functional test demonstrate higher function in 2B-OlapR cells. **A,** Left, MitoTracker staining counterstained with nuclear-specific DAPI reveals higher amounts of relative mitochondrial mass in 2B-OlapR cells over C42B. 10× images shown, with 20× crops within. Right, TCF ratio of MitoTracker to DAPI displaying quantification of relative increased active mitochondria in the resistant cell subline. **B,** Left, ETCC1 kit assay results express a higher rate of ETCC1 activity in 2B-OlapR cells. Right, Reported rate of change in NAD+ associated absorbance between 300 and 2,000 seconds show significant increased ETCC1 rate in 2B-OlapR cells. ***, P≤0.001; ****, P≤0.0001.

RNA-seq data analysis showed that the mitochondrial ETC complex gene signal pathway is significantly higher in 2B-OlapR cells compared with C4-2B cells (Fig. 1C and D; Supplementary Fig. S1C and S1D). Thus, we determined mitochondrial complex 1 activity in both 2B-OlapR and C4-2B cells. 

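Each complex of the electron transport chain was examined in the 2B pair. Of 37 nuclear-encoded complex I genes, 32 were higher in 2B-OlapR than in C4-2B, with a median log2 ratio of 0.20 (95% interval 0.12 to 0.30), at the percentile 98.7 among matched random lists. The median was 0.11 for the 4 genes of complex II, 0.18 (0.06 to 0.56) for 9 genes of complex III and 0.10 (-0.19 to 0.42) for 11 genes of complex IV. It was 0.14 (0.07 to 0.25) for 18 genes of ATP synthase. These 4 lists lay at the percentiles 56.7, 79.6, 56.5 and 68.4, within the range of lists of similarly expressed genes. The 13 mRNAs encoded in mitochondrial DNA had a median of -0.24 (-0.33 to 0.07), and 10 of them were lower in 2B-OlapR. Their values can include reads from nuclear copies of mitochondrial DNA. All genes with symbols that start with MT-, except the ribosomal RNAs MT-RNR1 and MT-RNR2, made up 3.81% of the counts in 2B-OlapR and 4.58% in C4-2B. The 95% Wilson intervals were 3.798% to 3.815% and 4.57% to 4.59%. These shares can include transfer RNA genes beside the 13 mRNAs. From the higher expression of the electron transport genes, the paper proceeds to measure the activity of complex 1.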

Among the complexes that occupy and contribute to the proton gradient to be utilized for ATP synthesis on the inner mitochondrial membrane is complex 1, also known as NADH ubiquinone oxidoreductase (23). The ETCC1 activity kit (Abcam) was used to determine relative complex 1 activity through incubation of cellular homogenates on a surface precoated with capture antibodies specific for complex 1. C4-2B and 2B-OlapR cells were collected and used, and levels of NADH dehydrogenation were recorded through the provided colorimetric dye that activates in the presence of NAD+ molecules. Differential changes in colorimetric readings over time between cell groups were uncovered. Indeed, 2B-OlapR complex 1 activity was observed to be more than 3 times greater than the activity of its parental C4-2B counterpart (Fig. 3B).

### PINK1 is overexpressed in 2B-OlapR cells

To determine the potential mechanisms which contribute to the enhanced mitochondrial activity in olaparib-resistant cells, we analyzed the transcriptomic data for parental and resistant cells in both 2B and LN backgrounds. *PINK1* was among the top upregulated genes in pathways associated with OxPhos, mitochondrial electron transport from NADH to ubiquinone, and ATP synthesis–coupled electron transport for resistant cells (Fig. 1B; Supplementary Fig. S1B). 

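PINK1 was ranked by its log2 ratio among 93 genes, made up of the 79 nuclear genes of the OxPhos list, the 13 mRNAs encoded in mitochondrial DNA and PINK1 itself. It ranked 1 in the 2B pair and 8 in the LN pair. Among all genes analyzed, it ranked 146 of 15527 in the 2B pair and 2220 of 15373 in the LN pair. Of the 1000 genes closest to PINK1 in mean expression, 99.5% had a lower log2 ratio in the 2B pair and 88.2% in the LN pair. PINK1 had the highest log2 ratio of the genes printed in each of Fig. 1B, 1C and 1D. In Supplementary Fig. S1D it ranked 6 of the 14 printed genes with values. The paper picked PINK1 for its increase in these same libraries, so its ranks are not independent evidence. From its place in these pathways, the paper takes PINK1 forward to measurements of its mRNA and protein.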

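PINK1, listed as ENSG00000158828.8, had 292 counts in C4-2B and 1640 in 2B-OlapR. These correspond to 14.3 normalized CPM (95% Wilson interval 12.7 to 16.0) in C4-2B and 79.1 (75.4 to 83.1) in 2B-OlapR. The log2 ratio was 2.47 (2.29 to 2.65), or 5.54-fold. In the LN pair, LNCaP had 418 counts, or 15.5 normalized CPM (14.1 to 17.1), and LN-OlapR had 499 counts, or 21.4 (19.6 to 23.4). The log2 ratio was 0.46 (0.27 to 0.65), or 1.38-fold. Both differences were larger than the counting error of these libraries. Scaling by total counts moved the ratio most in each pair, to 2.43 and 0.38. The antisense gene PINK1-AS overlaps PINK1 and was not analyzed here, and whether the authors' counting used the strand of the reads is not stated, so some PINK1 counts can come from PINK1-AS.

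**Figure D2:**
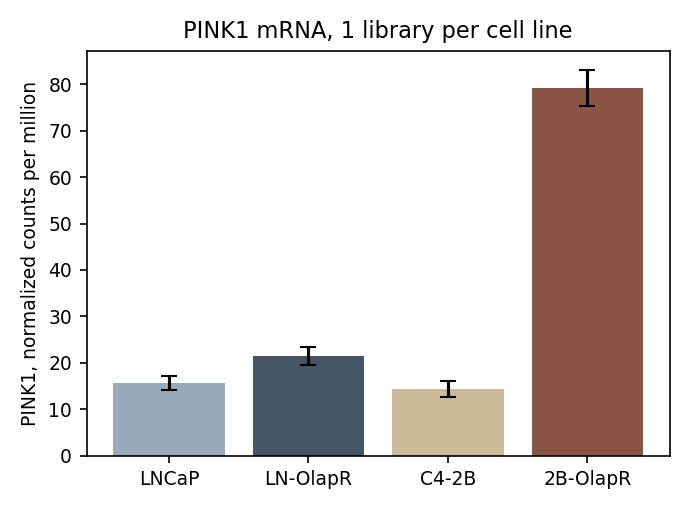
PINK1 mRNA in normalized CPM (y axis) in each cell line (x axis), with 1 library per bar and error bars showing the 95% Wilson interval of the counts. 2B-OlapR stands at 79.1, and the other libraries lie between 14.3 and 21.4.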

RNA-seq data showed that resistant cells exhibited an increase of PINK1 mRNA expression in resistant cells for both the 2B and LN sublines (Fig. 4A; Supplementary Fig. S3A). Following this initial screen, with higher PINK1 expression was confirmed by qRT-PCR in resistant cells (Fig. 4B; Supplementary Fig. S3B), as well as increased PINK1 protein was observed in 2B-OlapR cells (Fig. 4C).

**Figure 4:**
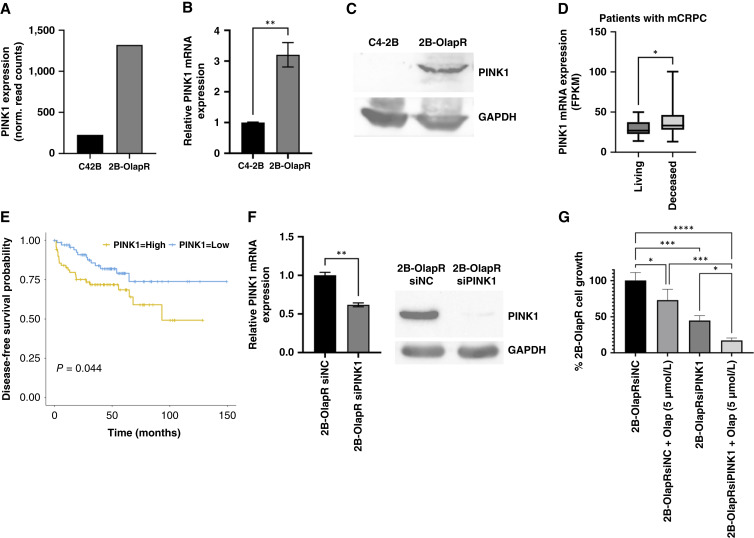
PINK1 expression is increased in 2B-OlapR cells and associated with negative patient prognosis. Treating 2B-OlapR cells with siPINK1 ASOs decreases PINK1 expression and protein level, as well as cell growth, and improves olaparib efficacy. **A,** Transcriptomic data reveal increased expression of PINK1 in the 2b-OlapR subline. **B,** qRT-PCR verification of increased *PINK1* gene expression in 2b-OlapR cells. **C,** Western immunoblot analysis showing increased cellular PINK1 protein in 2b-OlapR cells. **D,** Deceased patients with prostate cancer have higher amounts of tumor PINK1 expression (Abida 2019). **E,** High-PINK1–expressing striated patients with prostate cancer show lower survival over time (GSE21032). **F,** 2B-OlapR cells treated with siPINK1 show lower mRNA expression through qRT-PCR (left) and decrease in cellular protein (right). **G,** siPINK1 treatment decreases growth of 2B-OlapR cells and increases relative olaparib efficacy at 5 μmol/L. *, P≤0.05; **, P≤0.01; ***, P≤0.001; ****, P≤0.0001.

Data analysis showed that PINK1 expression is significantly increased in deceased group versus living group in patients with metastatic prostate adenocarcinoma (Fig. 4D; ref. 23). Survival of patients when stratified by PINK1 expression shows significant differential outcomes, with higher PINK1 expression associated with poor survival probability (Fig. 4E; ref. 24; GSE21032). We next interrogated the effect of decreased expression of PINK1 on cellular viability. Through supplementation of siPINK1 over 2 days, both PINK1 mRNA expression and protein expression were reduced (Fig. 4F; Supplementary Fig. S3C). Resistant line cell growth was significantly decreased with siPINK1 treatment, and the growth was further decreased by adding olaparib (5 μmol/L; Fig. 4G; Supplementary Fig. S3D). Collectively, these data suggest that PINK1 is overexpressed in olaparib-resistant cells and is associated with poor survival in advanced prostate cancer and that inhibition of PINK1 decreased cell growth and resensitized olaparib treatment.

### Targeting PINK1 expression reduces mitochondrial functionality and mass and mitochondrial complex 1 activity

We next determined if targeting PINK1 could affect mitochondrial activity. We used Mito Stress Test kit with 2B-OlapR cells treated with siPINK1 to measure comparative mitochondrial function. Overall reduction in mitochondrial function was observed in 2B-OlapR cells treated with siPINK1 (Fig. 5A and B). Basal respiration was significantly reduced in the PINK1-targeted group (Fig. 5C). In addition to respiration at basal state, oxygen consumption associated with ATP production similarly decreased in the siPINK1-treated group (Fig. 5D). With FCCP addition, the rate of oxygen consumption increased significantly more in the nontreated group (Fig. 5E), and maximal respiration was observed to be considerably lower in the PINK1-targeted cell group (Fig. 5F), as well as proton leak (Fig. 5G).We demonstrated that knock-down of PINK1 expression decreased mitochondria mass in 2B-OlapR cells, as shown by MitoTracker fluorescent staining (Fig. 6A). Furthermore, diminished PINK1 expression reduced mitochondrial complex I activity (Fig. 6B). Collectively, these results indicated that mitochondrial functionality was reduced by blocking PINK1 expression in 2B-OlapR cells.

**Figure 5:**
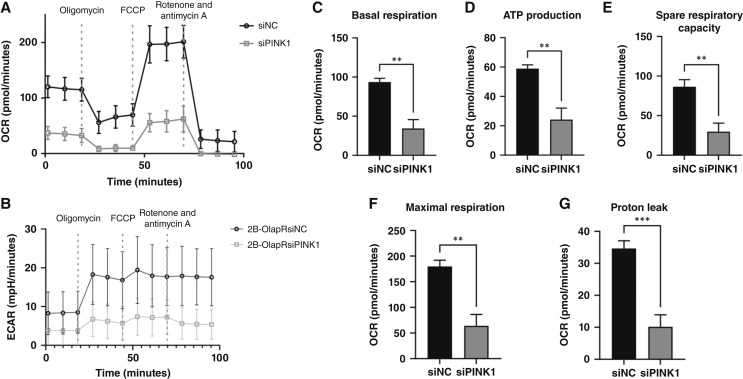
Seahorse Mito Stress Test assay results comparing 2B-OlapR cells with and without siPINK treatment at basal state and with mitochondrially relevant pharmacologic supplementation to deduce relative function convey decreased function after PINK1 expression ablation. **A** and **B,** Mito Stress Test summary graphic representing differential OCR and extracellular acidification rate between nonspecific and siPINK1-targeted OlapR cells. **C,** Cellular OCR at basal state is greatly reduced with PINK1 excision. **D,** ATP production–associated oxygen consumption is markedly reduced in 2B-OlapR cells treated with siPINK1. **E** and **F,** PINK1 expression reduction reveals consequential decreased spare capacity for respiration, as well as lessened maximal rate of ETC-based oxygen consumption. **G,** Decreasing PINK1 levels leads to less proton leakage out of the inter-mitochondrial membrane space inferred by OCR reading differences after oligomycin addition and after rotenone and antimycin addition. ECAR, extracellular acidification rate. **, P≤0.01; ***, P≤0.001.

**Figure 6:**
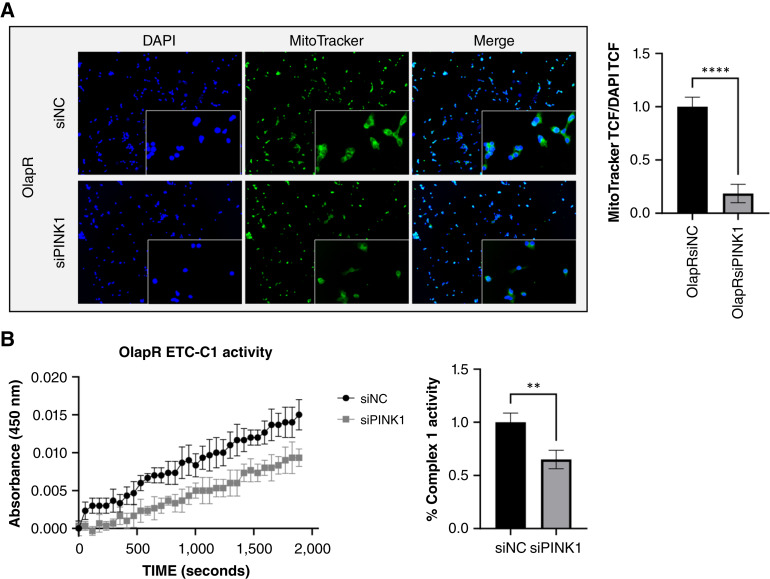
Inhibiting PINK1 expression decreases relative active mitochondria and lowers ETCC1 activity. **A,** Left, 2B-OlapR cells treated with siPINK1 show lower relative positive MitoTracker staining. 10× images shown, with 20× crops within. Right, MitoTracker to DAPI TCF ratio is reduced in the siPINK1 group. **B,** Left, Decreased PINK1 expression results in lower ETCC1 activity. Right, siPINK1-dosed 2B-OlapR cells report decreased the ETCC1 activity rate. **, P≤0.01; ****, P≤0.0001.

## Discussion

In this study, we evaluated the mitochondrial activity linked to olaparib resistance in castration-resistant and -sensitive prostate cancer cells. We found that OxPhos emerged as one of the most enriched gene sets in resistant sublines, associated with the production and maintenance of mitochondria. Several functional assays confirmed an increase in mitochondrial mass and activity in the resistant cells. Notably, *PINK1* was among the most upregulated genes in pathways linked to OxPhos, mitochondrial electron transport from NADH to ubiquinone, and ATP synthesis via electron transport. Knocking down PINK1 not only reduced cellular growth but also heightened sensitivity to olaparib. Additionally, targeting PINK1 expression decreased mitochondrial function and activity. These results underscore the critical role of PINK1 in regulating mitochondrial activity, thereby contributing to olaparib resistance.

OxPhos is a metabolic pathway conducted in functional mitochondria, which utilizes a series of protein complexes (ETC complexes) in its interior membrane. These ETC complexes utilize products of the tricarboxylic acid cycle, NADH, FADH2, and succinate as electron donors to effectively pump protons across this interior membrane into the inter-mitochondrial space, creating a gradient of protons (membrane potential) through the shuttling of electrons along the chain that is utilized by ETC complex 5 (ATP synthase) to produce ADP phosphorylation (23). Mitochondrial function and its products are not only important for cell survival but are also shown to be upregulated in various cancers (24). Increases in OxPhos have also been observed to drive viability in different cancer types, including prostate cancer (25, 26). Also, targeting mitochondrial function in drug-resistant cancers has been shown to resensitize cancer to therapy in various settings (27, 28). The GSEA, specifically using the Hallmark gene set collection, highlighted several gene sets that were differently enriched between olaparib-resistant and -naïve prostate cancer cell lines. Notably, the OxPhos gene set showed significant enrichment in the resistant cells compared with the parental cells, as illustrated in Fig. 1A and B. This initial finding suggested a potential upregulation of mitochondrial activity as a mechanism of resistance to olaparib supplementation. To further substantiate this observation, we used additional mitochondrial function– and OxPhos-related gene sets from Gene Ontology. These gene sets confirmed the initial enrichment observed, indicating a consistent upregulation of genes involved in mitochondrial function and OxPhos in the resistant cells. These findings suggest that the upregulation of mitochondrial and OxPhos pathways might be a crucial adaptive mechanism by which prostate cancer cells develop resistance to olaparib. This enhanced mitochondrial function could be pivotal for sustaining the energy demands of the resistant cells, highlighting potential targets for overcoming olaparib resistance in prostate cancer treatment.

Among the most upregulated genes identified across the gene sets utilized, the *PINK1* gene was identified as crucial for mitochondrial maintenance and activity (25). PINK1 is a 63KDa serine/threonine kinase that works as a regulator for multiple cellular functions, including mitochondrial health (26, 27). Specifically in cancer cells, PINK1 has previously been implicated not only in mitochondrial homeostasis but also in areas including cell-cycle progression, apoptosis, and chemotherapeutic efficacy (25, 28–30). PINK1 can monitor and signal for degradation of faulty mitochondria through complex interactions with outer and inner mitochondrial translocases which potentiates autophagic machinery recruitment in dysfunctional settings (31–34). Additionally, PINK1 has been reported to contribute to mitochondrial activity maintenance via activation of the AKT axis through phosphorylation of the Rictor subunit of mTORC2 (35, 36). PINK1 was observed to increase AKT activity in ovarian cancer cells as well and enhanced resistance to chemotherapy (37). In non–small cell lung cancer, reduction in PINK1 resulted in diminished cell proliferation and reduced cellular ATP production (38). In hepatocellular carcinoma, PINK1 has been reported to contribute to chemoresistance of multitarget tyrosine kinase inhibitors (30). Expression of PINK1 is reported to be essential in maintaining high mitochondrial activity described in drug-tolerant persistent lung adenocarcinoma cells, with PINK1 ablation resulting in decrease in OxPhos (39). Thus far, the effect of targeting PINK1 expression in the prostate cancer landscape is absent. Considering the implications in other cancer types regarding PINK1 and its positive association with mitochondrial activity and chemoresistance across multiple drug classes, the need for an examination in our specific model is evident.

In our resistant cells, we found increased amounts of PINK1 mRNA as well as protein compared with the parental counterparts. Downregulation of PINK1 mRNA was observed to decrease cellular PINK1 and caused a multitude of phenotypic changes in our model. Resistant cell growth and relative resistance were considerably decreased when PINK1 expression was targeted. Relative mitochondrial function, mass, and ETCC1 activity were also reduced upon PINK1 targeting. Additionally, worse clinical prognosis and lower survival status from the public databases were determined to be associated with abnormally upregulated PINK1 expression in two different prostate cancer cohorts. It is important to note that ATP is heavily relied upon for and promotes DNA repair (40, 41), which offers a resistance rationale for DNA damage heavily resistant cells (19, 21). It is also important to outline that olaparib itself has been reported to be an inhibitor of ETC 1, and its utility has been noted in targeting temozolomide-resistant glioblastoma through inhibiting OxPhos (42). Considering this literature, increased OxPhos expression and functionality in OlapR cells could be a direct mechanism of resistance to olaparib if olaparib is inhibiting OxPhos directly. Indeed, upon interrogation, very little change was observed for glycolytic pathway activation and glycolysis (Supplementary Figs. S4A–S4G and S5A–S5G). Instead, the olaparib-resistant cells exhibited a shift away from glycolysis and toward alternative means of proton efflux (Supplementary Figs. S4A–S4G and S5A–S5G). 

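Glycolytic gene expression was examined in the RNA-seq libraries with a list of 25 genes for glycolytic enzymes, lactate dehydrogenase, their regulators and glucose and lactate transporters. In the 2B pair, 20 of the 24 genes past the filter were lower in 2B-OlapR than in C4-2B, and the median log2 ratio was -0.13 (95% interval -0.47 to -0.03), at the percentile 0.30 among matched random lists. In the LN pair, 20 of 25 were higher in LN-OlapR than in LNCaP, and the median was 0.22 (0.08 to 0.33), at the percentile 98.9. Under the other scalings the medians ranged from -0.17 to -0.11 in the 2B pair and from 0.13 to 0.23 in the LN pair.

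**Figure D3:**
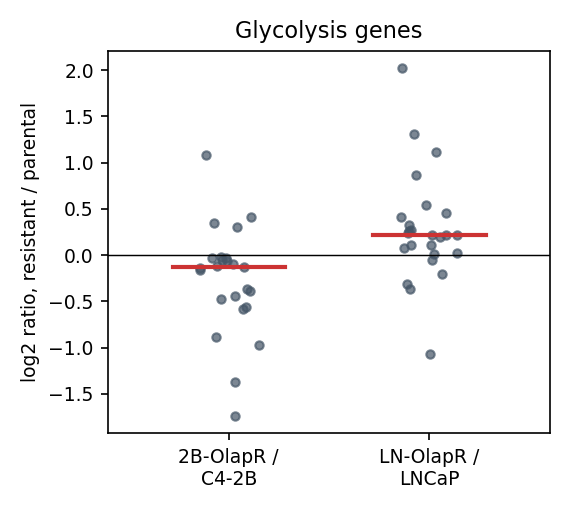
Log2 ratios of resistant to parental cells for genes of the glycolysis list (y axis) in each pair (x axis). Each point is 1 gene from 1 library per cell line, and the red lines are the medians, -0.13 in the 2B pair and 0.22 in the LN pair.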

In summary, this study investigates the role of mitochondrial changes and the *PINK1* gene in olaparib resistance in CRPC cells, revealing that resistant cells exhibit enhanced mitochondrial functionality and increased expression of mitochondrial function– and OxPhos-related genes compared with naïve cells. Overexpression of PINK1 in 2B-OlapR and LN-OlapR cells correlates with increased resistance to olaparib and worse clinical outcomes in patients with prostate cancer . These findings suggest that targeting PINK1 could mitigate both mitochondrial function and olaparib resistance, offering a potential therapeutic target to combat olaparib resistance in prostate cancer.

## Supplementary Material

Figure S1 supplementary figure

Figure S2 supplementary data

Figure S3 supplementary data

Figure S4 supplementary data

Figure S5 Supplementary data

# Supplementary material for: PINK1-Mediated Mitochondrial Activity Confers Olaparib Resistance in Prostate Cancer Cells
**Source:** Cancer Res Commun. 2024 Nov 20;4(11):2976–85. doi: 10.1158/2767-9764.CRC-24-0339
**Supplement:** Figure S1 — supplementary figure

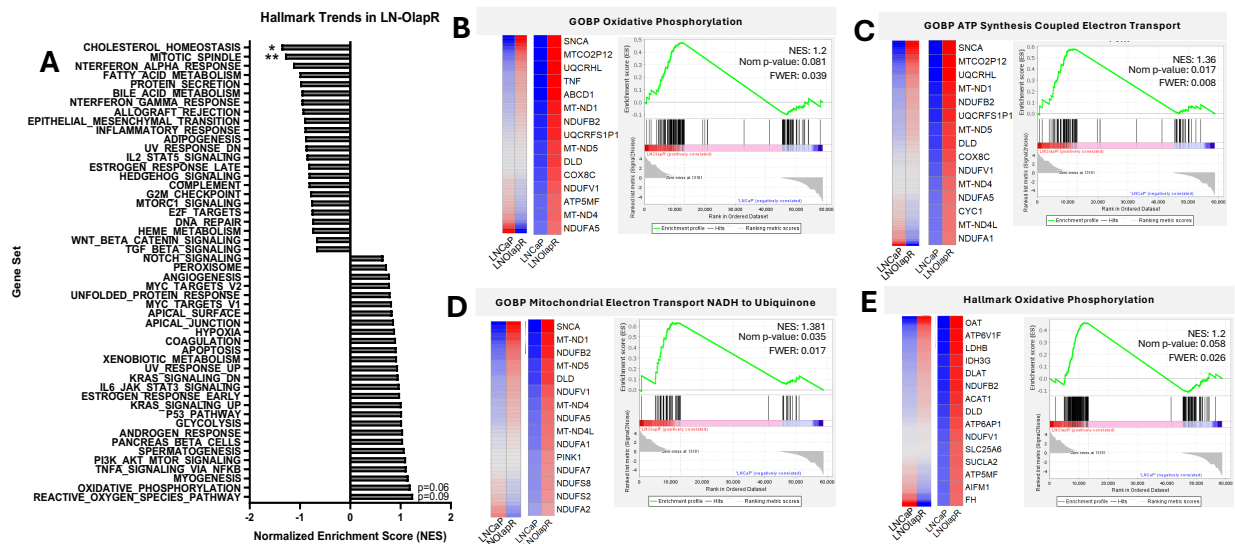

Figure S1: Gene Enrichment in Olaparib Resistant LNCap cells (LN-OlapR) related to oxidative phosphorylation.

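In LN-OlapR, the nuclear OxPhos genes were also examined by complex. For complex I, 28 of 37 genes were higher than in LNCaP, with a median log2 ratio of 0.15 (95% interval 0.06 to 0.24), at the percentile 98.7 among random lists matched on mean expression. The medians were 0.09 for complex II, 0.22 (-0.07 to 0.25) for complex III, 0.17 (-0.02 to 0.30) for complex IV and 0.10 (0.01 to 0.19) for ATP synthase. Those 4 lists lay at the percentiles 64.1, 93.9, 88.6 and 68.5. For the 13 mRNAs encoded in mitochondrial DNA, the median was 0.00 (-0.28 to 0.45), from -0.71 for MT-CO3 to 0.84 for MT-ND1, and 7 of them were higher in LN-OlapR. With total counts as the scaling, that median was -0.081.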

A: Trends in Hallmark Collection Gene Sets in LN-OlapR cells, with the Oxidative Phosphorylation gene set the second most enriched. 

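Of the genes printed in Supplementary Fig. S1B to S1E, 31 had values, and 30 of these were higher in LN-OlapR than in LNCaP. TNF and COX8C were not analyzed here. The median log2 ratio of the printed genes was 0.52 in Supplementary Fig. S1B, 0.45 in S1C, 0.44 in S1D and 0.70 in S1E. As these genes were selected from the same 2 libraries, the medians are not independent evidence. MTCO2P12, a nuclear pseudogene of a mitochondrial gene, had a log2 ratio of -0.35 (95% interval -0.47 to -0.24). UQCRFS1P1, a pseudogene of UQCRFS1, had 0.09 (-0.09 to 0.27), which includes 0. Reads of both pseudogenes can be shared with the genes they resemble, so their values are uncertain. In the 2B pair, 20 of the same 31 genes were higher in 2B-OlapR than in C4-2B.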

B-G: Gene set expression heatmap of full set of genes in parental and resistant LN cells, with top 15 genes listed and GSEA plots with summart stats for GOBP Oxidative Phosphorylation (B), GOBP ATP synthesis coupled electron transport (C), GOBP Mitochondrial Electron Transport NADH to Ubiquinone (D), and the Hallmark Oxidative Phosphorylation (E) gene sets from MSigDB.

# Supplementary material for: PINK1-Mediated Mitochondrial Activity Confers Olaparib Resistance in Prostate Cancer Cells
**Source:** Cancer Res Commun. 2024 Nov 20;4(11):2976–85. doi: 10.1158/2767-9764.CRC-24-0339
**Supplement:** Figure S2 — supplementary data

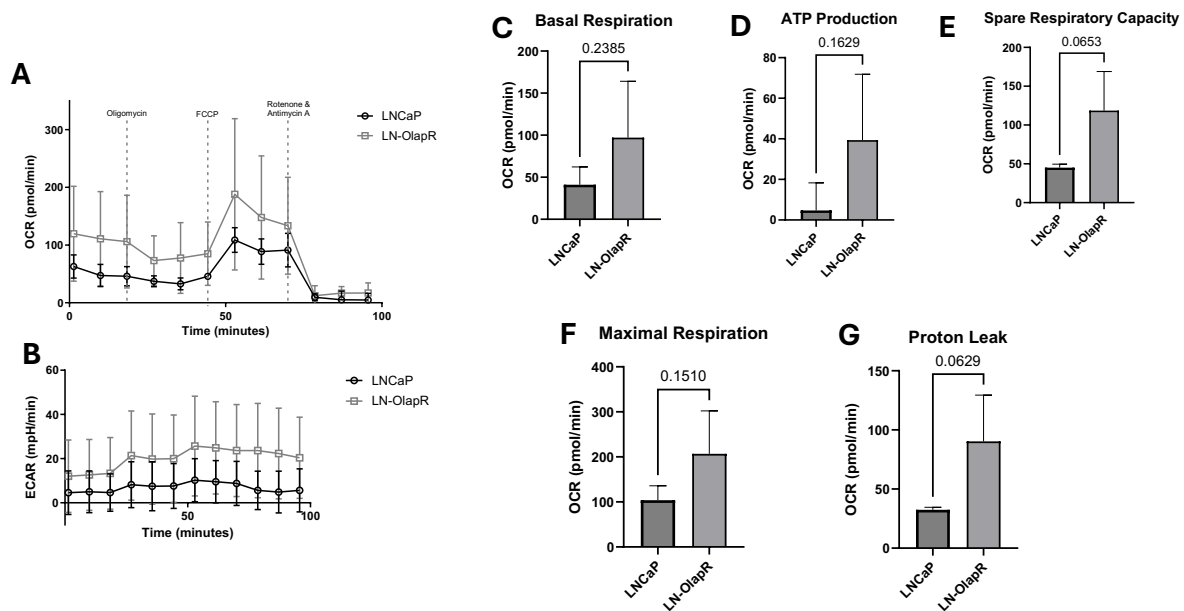

Figure S2: Seahorse Mito Stress Test assay results comparing LNCaP and LN-OlapR cells at basal state and with mitochondrially-relevant pharmacologic supplementation to deduce relative mitochondrial function.

A,B: Mito Stress Test summary graphic representing differential OCR and ECAR between naïve and resistant cell lines, with LN-OlapR displaying significantly increased basal oxygen consumption. C: Cellular oxygen consumption rate (OCR) at basal state is increased in Olaparib-resistant cell line. D: Amount of oxygen consumption utilized for ATP production, derived through OCR difference before and after Oligomycin (ETC Complex V inhibitor) is added. LN-OlapR displays increased oxygen consumption related to ATP production. E: Change in OCR between basal readings and max readings after FCCP (mitochondrial membrane uncoupler) is added. LN-OlapR cells exhibit greater ability to increase respiration under mitochondrial insult. F: Difference in cellular OCR reading after Rotenone and Antimycin A (Complex I and III inhibitors) are added, eliminating all ETC-based oxygen consumption. LN-OlapR cells show amplified maximal respiration compared to parental LNCaP. G: Difference between readings after oligomycin addition and the readings after antimycin A and Rotenone addition, inferring oxygen consumption not ultimately utilized for ATP production. The rate in LN-OlapR cells is around twice that of parental LNCaP.

# Supplementary material for: PINK1-Mediated Mitochondrial Activity Confers Olaparib Resistance in Prostate Cancer Cells
**Source:** Cancer Res Commun. 2024 Nov 20;4(11):2976–85. doi: 10.1158/2767-9764.CRC-24-0339
**Supplement:** Figure S3 — supplementary data

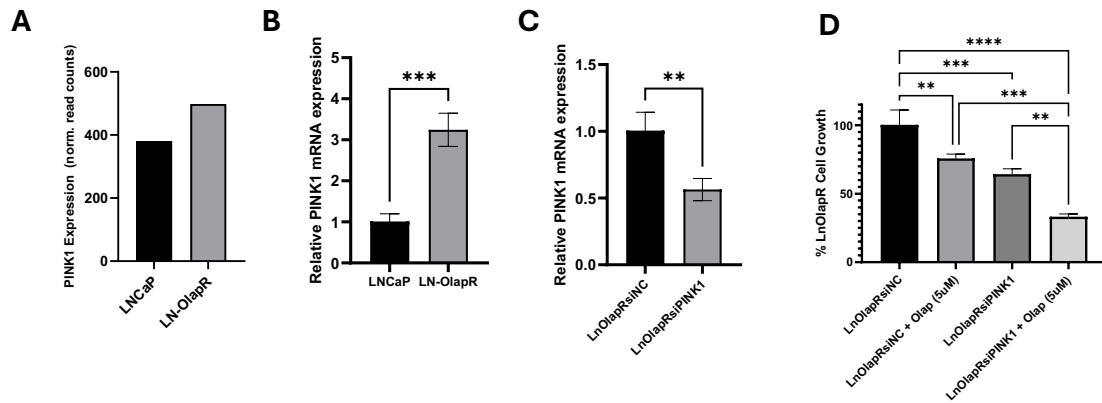

Figure S3: Treating LN-OlapR cells with siPINK1 antisense oligonucleotides (ASOs) decrease PINK1 expression, decreasing cell growth and improving Olaparib efficacy. A: Transcriptomic data reveals increased expression of PINK1 in LN-OlapR subline. B: RT-qPCR verifies increased PINK1 gene expression in LN-OlapR cells. C: LN-OlapR cells treated with siPINK1 show lower mRNA expression. D: siPINK1 treatment decreases growth of LN-OlapR cells, and increases relative olaparib efficacy at 5uM.

# Supplementary material for: PINK1-Mediated Mitochondrial Activity Confers Olaparib Resistance in Prostate Cancer Cells
**Source:** Cancer Res Commun. 2024 Nov 20;4(11):2976–85. doi: 10.1158/2767-9764.CRC-24-0339
**Supplement:** Figure S4 — supplementary data

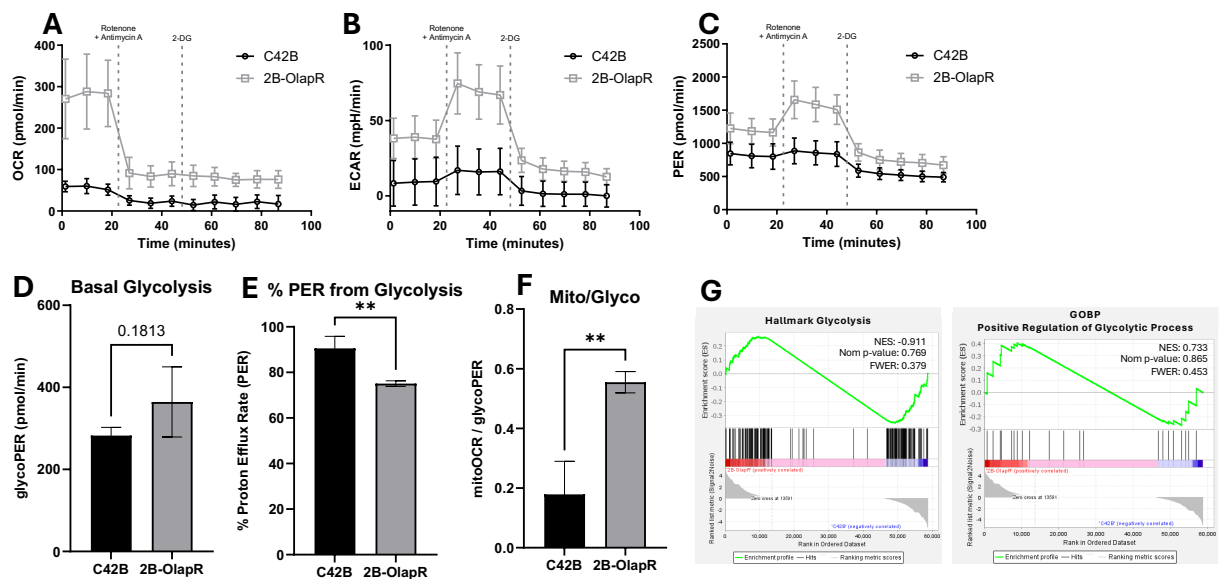

Figure S4: Seahorse Glycolytic Rate Assay Results and glycolysis related-GSEA results  
A,B,C: Oxygen Consumption Rate (OCR), Extracellular Acidification Rate (ECAR), and Proton Efflux Rate (PER) after additions of Rotenone/Antimycin-A and then 2-Deoxy-D-glucose (2-DG) in C42B and 2B-OlapR cells. D: Measurement of proton efflux dependent on glycolysis in naïve and resistant cells at basal state. E: Derived proportion of proton efflux resultant of glycolysis in C42B and 2B-OlapR cells. F: Ratio of mitochondrial OCR to glycolytic based PER in parental and resistant cells. G: GSEA of glycolysis and glycolytic process regulation in sensitive and resistant 2B cell subline from MSigDB.

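With all genes ranked by the signal-to-noise ratio of 2B-OlapR to C4-2B, the list of 25 glycolysis genes had an enrichment score of -0.478. Among random lists of as many genes matched on mean expression, this lay at the percentile 0.27. Among random lists drawn from all genes, the same score was less extreme, at the percentile 4.67. ENO2 had the highest log2 ratio of the list, 1.08, and PFKFB4 the lowest, -1.74. SLC16A3, a lactate transporter chosen after its values were seen, had 360.1 normalized CPM in C4-2B and 138.8 in 2B-OlapR.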

# Supplementary material for: PINK1-Mediated Mitochondrial Activity Confers Olaparib Resistance in Prostate Cancer Cells
**Source:** Cancer Res Commun. 2024 Nov 20;4(11):2976–85. doi: 10.1158/2767-9764.CRC-24-0339
**Supplement:** Figure S5 — Supplementary data

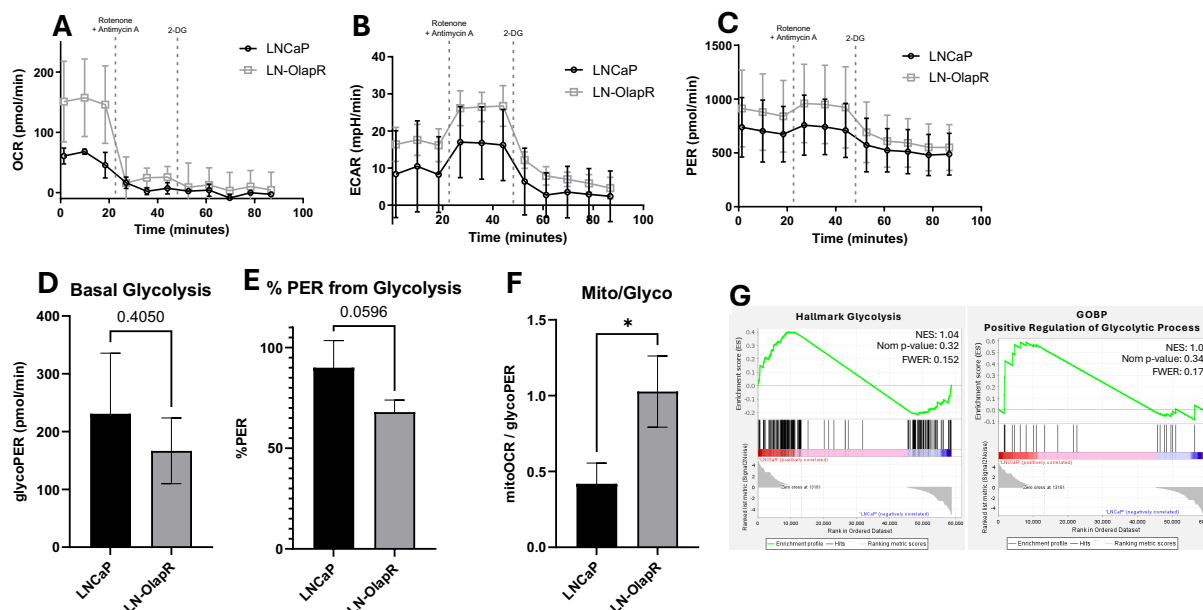

Figure S5: Seahorse Glycolytic Rate Assay Results and glycolysis related-GSEA results  
A,B,C: Oxygen Consumption Rate (OCR), Extracellular Acidification Rate (ECAR), and Proton Efflux Rate (PER) after additions of Rotenone/Antimycin-A and then 2-Deoxy-D-glucose (2-DG) in LNCaP and LN-OlapR cells. D: Measurement of proton efflux dependent on glycolysis in naïve and resistant cells at basal state. E: Derived proportion of proton efflux resultant of glycolysis in LNCaP and LN-OlapR cells. F: Ratio of mitochondrial OCR to glycolytic based PER in parental and resistant cells. G: GSEA of glycolysis and glycolytic process regulation in sensitive and resistant LN-OlapR cell subline from MSigDB.

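With genes ranked by the signal-to-noise ratio of LN-OlapR to LNCaP, the glycolysis list had an enrichment score of 0.454, at the percentile 94.0 among matched random lists. SLC16A3 had the highest log2 ratio, 2.02 (95% interval 1.46 to 2.58), from 32 counts in LNCaP and 114 in LN-OlapR. ENO2 had the lowest, -1.07.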

How the deposited data were processed for this re-analysis (not part of the article)

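RNA was sequenced from 4 prostate cancer cell lines with 1 library each: LNCaP, its olaparib-resistant subline LN-OlapR, C4-2B and its olaparib-resistant subline 2B-OlapR. Each resistant line was compared with the line it was derived from, here the LN pair and the 2B pair.

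The authors made stranded mRNA libraries and deposited estimated counts per gene for each library, not scaled between libraries. The tool that estimated the counts, the annotation and the genome build are not stated in the paper's text. The deposited table holds 22637 genes named by versioned Ensembl identifiers, and each of them sums to at least 10.0 over the 4 libraries, so genes under that sum had been removed. Of the genes, 4172 have an identifier in place of a symbol and 73 repeat a symbol already listed. Where a list gene had 2 such entries the first was used. In 18 pseudoautosomal genes the X and Y copies hold the same values, so totals include both.

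The design had assumed raw whole counts, and as the values are estimated counts they were rounded to whole numbers. Normalization factors were computed with the TMM method of edgeR 4.0.16 in R 4.3.3, and further steps used Python with numpy, pandas and SciPy. Totals ranged from 19950537 to 26394267 counts per library. Log2 ratios used a pseudocount of 0.5 counts in each library. Genes with a mean of at least 1 normalized CPM over the pair were analyzed. Intervals at the 95% level are normal intervals from the counts of the 2 libraries for log2 ratios, Wilson intervals for levels and shares, and binomial intervals of the median for lists. They cover counting error or the spread among genes, not the difference between cultures. A level at or under 3 counts was treated as a limit. As there is 1 library per cell line, no model was fitted, no p-value across genes was computed and no replicate could be left out.

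The gene sets of MSigDB were not used. Lists were written by hand for the nuclear subunits of OxPhos complexes I to V, the mRNAs encoded in mitochondrial DNA, the tricarboxylic acid cycle, glycolysis, mitochondrial biogenesis, mitophagy, androgen response, cholesterol synthesis, DNA replication, mitosis, interferon response, mitochondrial ribosome, cytosolic ribosome, and drug transport and PARP inhibitor response. The genes printed in Fig. 1 and Supplementary Fig. S1 were also listed. Except for the mRNAs encoded in mitochondrial DNA, which are few and among the most highly expressed, each median was placed among 10000 random lists of the same size, in which each gene was drawn from the genes within 100 ranks of mean expression on either side. The enrichment score follows the weighted running sum of GSEA on its signal-to-noise ratio, with the SD of a single library set to 0.2 of its value.

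The genes named follow a rule: PINK1 and its antisense gene, IGFBP3, EGFR, genes printed in Fig. 1 and Supplementary Fig. S1 that stand out, the highest and lowest member of a list, the 5 highest and 5 lowest log2 ratios per pair, and the 5 highest and 5 lowest by the smaller ratio of both pairs, among genes with a mean of at least 10 normalized CPM. MT-RNR1, MT-RNR2, DDX3Y, NLGN4Y, KRT18P10, PSMA6P1 and, for the 2B pair, SLC16A3 fall outside the rule and were chosen after their values were seen. Some genes under the rule are not reported here.

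The lists, this rule and the alternatives were set before the data were examined. The alternatives were scaling by total counts, by DESeq2 1.42.0 size factors and by upper quartile factors, a pseudocount of 2, a minimum mean of 0.1 or 10, other list definitions, other random lists and other gene rankings. On simulated counts for the same genes, with 200 genes changed 4-fold, 100.0% of the changed genes were called 2-fold changed, 15 of 15332 unchanged genes were called, and the 95% interval of the log2 ratio covered the true value for 95.0% of 15532 genes. In the simulation, 39 of 40 lists of unchanged genes lay between the percentiles 2.5 and 97.5. The simulated counts held counting error only, and these lists were drawn at random. The simulation therefore checks the computation. It cannot show how often differences between cultures, or genes regulated together, would give such calls or percentiles.

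GENCODE release 29 on GRCh38 gave the length and GC content of the longest transcript of each gene, the chromosome of each gene and the positions of PINK1, its primers and its oligonucleotides. The assays of respiration, complex 1 activity, qRT-PCR, immunoblots, growth and patient cohorts have no data here and were not analyzed.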

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

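The tests of scaling, of mixed cells, of exchanged labels, of an unrelated line and of the direction of shared changes were chosen after the result was seen. With 1 library per cell line, differences between single cultures cannot be told apart from an effect of resistance in the patterns seen in 1 pair or in opposite directions in the 2 pairs.

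Androgen response genes moved in opposite directions in the 2 pairs. Their median log2 ratio was -0.22 (95% interval -0.52 to -0.04) in the 2B pair and 0.66 (0.06 to 1.40) in the LN pair, and the difference itself was not tested. Among random lists matched on expression, transcript length and GC content, the list lay at the percentile 0.04 in the 2B pair and 100.0 in the LN pair, which argues against a trend with length or GC content. In the LN pair the highest gene was KLK3, the gene for prostate-specific antigen, with a log2 ratio of 5.66 (5.58 to 5.73). It had 53.1 normalized CPM in LNCaP, 2685 in LN-OlapR, 2412 in C4-2B and 1870 in 2B-OlapR.

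H2AJ had 0 counts in LNCaP, 4712 in LN-OlapR, 4662 in C4-2B and 4255 in 2B-OlapR, so it was at least 1810-fold higher in LN-OlapR than in LNCaP. One candidate explanation for this and for KLK3 is that C4-2B cells were mixed into LN-OlapR. The table argues against it: of 32 genes with at least 20 normalized CPM in C4-2B and at most 5% of that level in LNCaP, 22 stayed under 10% of the C4-2B level in LN-OlapR, with a median of 1.53%. Another 6 of them exceeded 50%, among them KLK3 at 111.3% and H2AJ at 88.7%. The limits that define these genes were changed once after a first result of this test was seen. An exchange of the labels of LNCaP and LN-OlapR would reverse every ratio of the LN pair. Of the 405 genes 2-fold changed in both pairs, 69.4% went in the same direction as labelled, which argues against an exchange as far as the resistant lines share changes. IGFBP3, EGFR and PINK1 were also higher in both resistant lines as labelled, although the paper picked PINK1 from these same labelled libraries. Across genes, C4-2B had a Spearman correlation of 0.9528 with LN-OlapR and 0.9507 with LNCaP, so this correlation does not argue against an exchange. A low KLK3 level in this LNCaP culture stays open as well, as 1 library was sequenced.

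Cholesterol synthesis genes also moved in opposite directions, with a median of 0.39 (0.21 to 0.70) in the 2B pair and -0.21 (-0.57 to -0.10) in the LN pair. This difference was not tested. Matched on expression, transcript length and GC content, the list lay at the percentile 100.0 in the 2B pair and 0.03 in the LN pair, which argues against length and GC content as the cause.

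Glycolysis genes had a median of -0.13 in the 2B pair and 0.22 in the LN pair, and the difference was not tested. Matched on expression, length and GC content, the list lay at the percentile 0.24 in the 2B pair and 98.8 in the LN pair. The medians kept opposite signs under total count, DESeq2 and upper quartile scaling, with a smallest difference of 0.31 between the pairs, which argues against scaling as the cause. Differences between cultures, such as density, stay open.

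Several genes that the paper does not discuss changed in the same direction in both pairs. Counting the smaller of the 2 log2 ratios, TNS1 had 3.23, S1PR3 3.21, RND3 2.95 and MYH14 2.85. SEMA6D was 182.9-fold higher in 2B-OlapR than in C4-2B and at least 21.9-fold higher in LN-OlapR than in LNCaP, where it had 0 counts. Among genes lower in both, MACROH2A2 had -4.25, UGT2B11 -3.88, TFPI -3.60, LINC01029 -3.06 and PXDN -2.93. UGT2B11 belongs to a family of similar genes that can share reads. In total, 281 genes were 2-fold changed in the same direction in both pairs, 122 higher and 159 lower. Counting error alone gave at most 1 such gene in 100 draws with no change. With ratios shuffled 100 times among genes of similar expression, at most 51 genes were higher and 66 lower in both. Genes higher in 2B-OlapR and lower in LN-OlapR, 61 against at most 51 when shuffled, also exceeded the shuffled counts, and those lower in 2B-OlapR and higher in LN-OlapR, 63 against at most 64, did not. In all, 124 genes were 2-fold changed in opposite directions, so 69.4% of the 405 genes went the same way (95% Wilson interval 64.7% to 73.7%), more than genes that vary between cultures in either direction would give. Genes are not independent, so the interval is narrower than the true one. A shared response to olaparib, which the resistant lines were cultured in, may explain part of this and was not tested.

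Protein-coding Y-linked genes had few or no counts in 2B-OlapR. Of 10 protein-coding genes of chromosome Y outside the pseudoautosomal regions with at least 20 counts in C4-2B, 8 had 3 or fewer counts in 2B-OlapR, and the exceptions were DDX3Y with 6 and NLGN4Y with 4 counts. The limit of 20 counts was chosen after the values were seen. Together the 10 genes had 430.3 normalized CPM in LNCaP, 551.6 in LN-OlapR, 199.7 in C4-2B and 0.579 in 2B-OlapR. RPS4Y1 was at least 508.0-fold lower and USP9Y at least 500.2-fold lower in 2B-OlapR than in C4-2B. Over all 17 Y-linked genes with at least 20 counts in C4-2B, pseudogenes included, 10 had 3 or fewer counts in 2B-OlapR, and the sum was 281.8 normalized CPM in C4-2B and 74.2 in 2B-OlapR. Pseudogenes such as KRT18P10 and PSMA6P1, chosen after their values were seen, kept more than 3 counts, and their reads can be shared with similar genes on other chromosomes. An unrelated cell line in place of 2B-OlapR is argued against by its Spearman correlation with C4-2B across genes, 0.9675, which was above the 0.9507 of LNCaP with C4-2B. Loss of chromosome Y in a part of the C4-2B cells that 2B-OlapR grew from may explain the pattern, and no DNA data were analyzed here to test it.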

How the results depend on the processing

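For 15 results, 90 alternatives were computed, and in 77 of them the result kept its sign and stayed within its interval or, for counts of genes, within 1.5 times the count. The remaining 13 are given here. A paired model across both backgrounds was not fitted, and with 1 library per cell line it would have had little power.

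With scaling by total counts in place of TMM, the median log2 ratio of the OxPhos subunits was 0.117 in the 2B pair and 0.067 in the LN pair, the OxPhos enrichment score in the LN pair was 0.254, and the median of the mRNAs encoded in mitochondrial DNA in the LN pair changed sign to -0.081. In the LN pair the medians of 4 further lists, replication, mitochondrial biogenesis, mitochondrial ribosome and mitophagy, changed sign as well. Total count scaling shifted the median of all genes to -0.04 in the 2B pair and -0.09 in the LN pair, against 0.00 in both with TMM, which is the size of these changes in the medians. The percentile of the OxPhos list among matched random lists changed less, from 97.3 to 97.45 in the 2B pair and from 99.82 to 99.79 in the LN pair. In the 2B pair that percentile lay between 90.5 and 99.7 over all alternatives, and the lowest came from adding PINK1 and the mitochondrially encoded mRNAs to the list.

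The counts of 2-fold changed genes depended on the expression filter. With a minimum mean of 0.1, 1956 genes were higher and 2220 lower in the 2B pair, and 2011 higher and 1983 lower in the LN pair, out of 21619 and 21744 genes. With a minimum mean of 10, 163 were higher and 256 lower in the 2B pair, and 196 higher and 192 lower in the LN pair, out of 10015 and 10143 genes. The Spearman correlation between the log2 ratios of the pairs was 0.152 with a minimum of 0.1. The cause was not tested, although genes with few counts have wide counting intervals.

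The log2 ratio of PINK1 stayed between 2.43 and 2.495 in the 2B pair and between 0.38 and 0.47 in the LN pair over its 4 alternatives. The glycolysis medians stayed negative in the 2B pair and positive in the LN pair over all of theirs. The median of the mitochondrially encoded mRNAs in the 2B pair stayed between -0.29 and -0.22. Depth limits the genes with few counts: at 3 counts, a level of 0.112 to 0.147 normalized CPM is not separable from 0.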

Differences from the paper's values

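The paper measured PINK1 mRNA by RNA-seq and by qRT-PCR, and its folds were read by eye from figures. The qRT-PCR folds come from another assay than the RNA-seq counts, so these values are not on one measure. In the 2B pair the RNA-seq libraries gave 5.54-fold, against about 3.2-fold for the paper's qRT-PCR in Fig. 4B, read by eye. In the LN pair the libraries gave 1.38-fold, against about 3.2-fold for the paper's qRT-PCR in Supplementary Fig. S3B, read by eye. The paper's own RNA-seq folds, about 5.7 in Fig. 4A and about 1.3 in Supplementary Fig. S3A, both read by eye, were within 1.5 times of these values. For qRT-PCR, none of the alternatives set before the data were examined closed either gap. They ranged from 5.38 to 5.64-fold in the 2B pair and from 1.30 to 1.38-fold in the LN pair. As they change only the scaling or the pseudocount of the RNA-seq counts, they cannot test a difference between the assays.

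Some genes that the paper prints among the top genes of its heatmaps went the other way or did not differ. In Fig. 1C and 1D the paper prints MT-ND6 among the genes increased in 2B-OlapR, and its log2 ratio was -0.17. In Fig. 1B it prints MLXIPL, with -0.50, and in Fig. 1D NDUFC2-KCTD14, with -0.38, both with intervals that include 0. In Supplementary Fig. S1B and S1C it prints MTCO2P12 among the genes increased in LN-OlapR, and its log2 ratio was -0.35. It also prints UQCRFS1P1, with 0.09. The paper's text places PINK1 among the top genes of Supplementary Fig. S1B, where it is not one of the 15 genes printed, and PINK1 is printed in Supplementary Fig. S1D. The paper describes very little change in glycolysis and a shift of resistant cells away from it. It refers to glycolytic rate assays of living cells and to GSEA with MSigDB gene sets. The list here covers mRNA only, so it is not on one measure with those assays and cannot contradict them. In LN-OlapR the glycolysis list was higher, with a median of 0.22 at the percentile 98.9, although its enrichment score lay at the percentile 94.0. In the 2B pair the median was -0.13, the direction of the shift the paper describes.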

Other observations

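The test on ribosomal RNA was chosen after the result was seen, and those on length and GC content were not.

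The OxPhos subunit transcripts are short, with a median length of 1439 bases against 3248 for all genes analyzed in the 2B pair. If length or GC content explained the higher expression of OxPhos genes, random lists matched on these would have ratios as high. The OxPhos list lay at the percentile 99.45 in the 2B pair and 99.2 in the LN pair among lists matched on expression, length and GC content, which argues against such a trend as the whole cause. With 1 library per cell line, a difference between cultures stays open.

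In the 2B pair, nuclear OxPhos genes were higher while the mRNAs encoded in mitochondrial DNA had a median of -0.24. A lower amount of mitochondrial RNA of every kind would lower the mitochondrial ribosomal RNAs too. MT-RNR1 had a log2 ratio of 0.39 (0.38 to 0.41) and MT-RNR2 one of -0.07 (-0.08 to -0.06), smaller in size than the median of the mRNAs. Together they took 1.92% of the counts in C4-2B and 1.89% in 2B-OlapR, which argues against it. The amount of ribosomal RNA left in an mRNA library can vary, and the LN pair had -0.62 for MT-RNR1 and 0.26 for MT-RNR2. Whether the nuclear and mitochondrial genes are regulated apart in 2B-OlapR was not tested.

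Other lists gave these medians. For 19 genes of the tricarboxylic acid cycle the median was 0.09 (-0.28 to 0.25) in the 2B pair and 0.20 (-0.05 to 0.53) in the LN pair, at the percentiles 56.1 and 98.4 among lists matched on expression. For 14 genes of mitochondrial biogenesis it was 0.06 (-0.17 to 0.31) and 0.03 (-0.10 to 0.33), at the percentiles 68.5 and 57.9, with PPARGC1A the lowest in the 2B pair at -2.08. For 17 mitophagy genes, which act with or beside PINK1, it was -0.15 (-0.35 to 0.21) and 0.02 (-0.13 to 0.20), at the percentiles 4.19 and 40.1. For 75 mitochondrial ribosomal protein genes it was 0.16 (0.09 to 0.25) in the 2B pair, at the percentile 99.3, and 0.03 (-0.02 to 0.11) in the LN pair, at the percentile 63.4. For 79 cytosolic ribosomal protein genes, whose reads can be shared with many pseudogenes, it was 0.10 (0.04 to 0.12) and 0.17 (0.10 to 0.19), at the percentiles 63.8 and 98.4, so the 2B median was near the 0.09 of its random lists. For 23 genes of drug transport and the PARP inhibitor response it was -0.19 (-0.28 to 0.01) and -0.02 (-0.26 to 0.28), at the percentiles 2.96 and 37.9. With total counts as the scaling, the LN medians of mitochondrial biogenesis, mitophagy and the mitochondrial ribosome changed sign to -0.0575, -0.067 and -0.059.

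IGFBP3 and EGFR, which the paper's introduction names, were higher in both resistant lines. IGFBP3 had a log2 ratio of 3.86 (3.599 to 4.11) in the 2B pair and 1.38 (1.09 to 1.67) in the LN pair. EGFR had 1.28 (1.22 to 1.33) and 0.46 (0.38 to 0.55).

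Among genes with a mean of at least 10 normalized CPM, the highest ratios in the 2B pair were those of CA2, at least 593.9-fold higher, CA1, with a log2 ratio of 8.66 (7.32 to 9.99), SEMA6D, TRIB2, with 6.73, and the gene listed as ENSG00000289402, with 6.00. CA1 and CA2 are paralogs whose reads can be shared. PHLDA3 was at least 166.4-fold lower in 2B-OlapR, LINC01029 had -4.55 and MDK -3.96. In the LN pair, RND3 was at least 218.2-fold higher, ENSG00000289168 had a log2 ratio of 7.92 and PCDH7 of 6.93. MEST was at least 218.1-fold lower in LN-OlapR, XAGE1A at least 163.7-fold and PAGE1 at least 159.1-fold, ANKRD29 had -7.58 and UGT2B17 -7.04. XAGE1A, PAGE1 and UGT2B17 belong to families of similar genes that can share reads. No biological explanation was tested for these genes.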
